# mRNAs encoding neurodevelopmental regulators have equal N6-methyladenosine stoichiometry in Drosophila neuroblasts and neurons

**DOI:** 10.1186/s13064-022-00166-4

**Published:** 2022-10-15

**Authors:** Josephine D. Sami, Robert C. Spitale, Michael D. Cleary

## Abstract

N^6^-methyladenosine (m6A) is the most prevalent internal mRNA modification in metazoans and is particularly abundant in the central nervous system. The extent to which m6A is dynamically regulated and whether m6A contributes to cell type-specific mRNA metabolism in the nervous system, however, is largely unknown. To address these knowledge gaps, we mapped m6A and measured mRNA decay in neural progenitors (neuroblasts) and neurons of the *Drosophila melanogaster* larval brain. We identified 867 m6A targets; 233 of these are novel and preferentially encode regulators of neuroblast proliferation, cell fate-specification and synaptogenesis. Comparison of the neuroblast and neuron m6A transcriptomes revealed that m6A stoichiometry is largely uniform; we did not find evidence of neuroblast-specific or neuron-specific m6A modification. While m6A stoichiometry is constant, m6A targets are significantly less stable in neuroblasts than in neurons, potentially due to m6A-independent stabilization in neurons. We used in vivo quantitative imaging of m6A target proteins in *Mettl3* methyltransferase null brains and *Ythdf* m6A reader overexpressing brains to assay metabolic effects of m6A. Target protein levels decreased in *Mettl3* null brains and increased in *Ythdf* overexpressing brains, supporting a previously proposed model in which m6A enhances translation of target mRNAs. We conclude that m6A does not directly regulate mRNA stability during *Drosophila* neurogenesis but is rather deposited on neurodevelopmental transcripts that have intrinsic low stability in order to augment protein output.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13064-022-00166-4.

## Background

N^6^-methyladenosine or “m6A” is the most common nucleotide modification within eukaryotic mRNAs. This epitranscriptome mark is recognized by reader proteins that affect multiple mRNA metabolic processes, including splicing, decay and translation [1]. m6A is highly enriched in the nervous system of multiple organisms, including mammals, and has been implicated in events ranging from neural stem cell differentiation [2] to synaptic plasticity [3]. While multiple lines of evidence support the importance of m6A in neural development, a comprehensive understanding of neurodevelopmental processes affected by m6A is still lacking. In particular, whether or not m6A targets and the metabolic effects of m6A vary by neural cell type or neurodevelopmental stage is largely unknown. This information is important for determining the degree to which m6A influences the diversity of cellular fates and functions in the nervous system.

In mammals, cytoplasmic m6A is primarily found in the 3’UTR or at stop codons and is recognized by three readers: YTHDF1, YTHDF2, and YTHDF3. Early work assigned distinct roles to each reader (YTHDF1 and 3 promote translation, YTHDF2 promotes mRNA degradation) and suggested that each “DF” protein bound distinct mRNAs [4]. However, recent studies strongly suggest that all DF proteins target the same set of mRNAs and act redundantly via a single mechanism to induce mRNA decay [5]. There may be exceptions to this rule; for example, rare 5’UTR m6A promotes translation by directly recruiting the initiation factor eIF3 [6]. Dynamic regulation of m6A target metabolism could conceivably occur via variation in m6A stoichiometry (the fraction of transcripts that contain the modification), but quantitative analyses of m6A across cell types supports a model in which m6A targeting and frequency is uniform regardless of cell type or physiology [4].

Here we investigate m6A dynamics within the developing central nervous system of *Drosophila melanogaster*. *Drosophila* provides multiple advantages for m6A research: m6A is present at high levels in the embryonic, larval and adult nervous system; deletion of the *Mettl3* methyltransferase gene is not lethal, thus allowing molecular and phenotypic analyses in m6A-null animals; and the *Drosophila* genome encodes a single cytoplasmic reader, Ythdf, simplifying experiments aimed at manipulating the m6A system. The m6A methyltranscriptome has previously been mapped in *Drosophila* cell lines [7], embryos [8], and adult heads [9]. Multiple genetic approaches have demonstrated that m6A is involved in *Drosophila* sex determination [10], locomotion [11], learning and memory [9], and axon growth [7]. As in mammals, several molecular mechanisms have been assigned to m6A in *Drosophila*. In the nucleus, m6A regulates splicing [10] and m6A at the 5’ end of nascent transcripts relieves RNA polymerase II pausing to promote transcription [12]. In mature cytoplasmic transcripts, m6A is almost exclusively found in the 5’ UTR (in contrast to the 3’ UTR and stop codon localization found in mammals). *Drosophila* 5’ UTR m6A is thought to affect translation in one of two ways. First, m6A *decreases* translation of a subset of targets that are bound, in a Ythdf-dependent manner, by the translation repressor Fmr1 [7]. Second, 5’ UTR m6A has been shown to *increase* translation based on reporter assays and the observation that *Mettl3* loss-of-function causes a widespread decrease in nascent protein production [9]. 5’ UTR m6A is enriched among transcripts with low translation efficiency and Kan et al. proposed a model in which an m6A-dependent mechanism counteracts inefficient translation to augment target protein production [9].

While previous work in *Drosophila* identified m6A targets and molecular mechanisms, several knowledge gaps remain, especially with respect to neural development. First, it is unclear to what degree prior m6A mapping efforts identified targets relevant to neural progenitors; previous mapping in embryos included all cell types (of which neural progenitors are a tiny fraction) and adult heads lack neural progenitors. Second, while prior work ruled out a correlation between m6A and mRNA decay [9], this was based on aligning adult head m6A targets with embryonic central nervous system half-life data; m6A targets and mRNA half-lives were not compared in equivalent neural cell populations. Finally, experiments aimed at measuring the effects of m6A on target protein output in the nervous system, in vivo, are lacking and could help identify mechanisms relevant to specific neural cell types.

This work addresses the above knowledge gaps by obtaining methyltranscriptome maps that are representative of the neural progenitor and neuron populations in the *Drosophila* larval brain. The larval brain contains a well-defined population of neural stem cells, called neuroblasts, that undergo multiple rounds of asymmetric self-renewing divisions to ultimately produce neurons and glia. Using genetic manipulation and RNA profiling techniques, we obtained neurodevelopmental m6A maps that allowed comparisons of m6A stoichiometry between neuroblasts and neurons as well as investigation of how m6A influences mRNA stability in neuroblasts and neurons. We found extensive m6A targeting of neurodevelopmental regulators, including m6A modification of progenitor-specific transcripts. However, among transcripts expressed in both neuroblasts and neurons, we did not find any evidence of differential m6A stoichiometry. We confirmed the previously described correlation between m6A and translation efficiency and found a neuroblast-specific correlation between m6A and mRNA decay. Finally, we used in vivo imaging to demonstrate that m6A enhances target protein output in neuroblasts and neurons. Our findings support a model in which m6A is uniformly deposited on neurodevelopmental transcripts with intrinsic low stability and low translation efficiency and serves to augment protein production from those target mRNAs.

## Methods

### Drosophila genetics

The following lines were obtained from the Bloomington *Drosophila* Stock Center: Oregon-R-P2 (wildtype) (stock # 2376), *insc-Gal4* (stock # 8751), *nSyb-Gal4* (stock #51635), and *UAS-CD:UPRT* (stock # 77120). *UAS-aPKC*^*CAAX*^ was a gift from C.Y. Lee. *UAS-Ythdf* and *Mettl3* null flies were gifts from E. Lai.

### meRIP

m6A-RNA immunoprecipitation was performed as previously described [13]. Biological replicate experiments were performed for all three genotypes (wildtype, *insc* > *aPKC*^*CAAX*^*,* and *Mettl3* null)*.* Purified m6A-RNA was used to make sequencing libraries using the NuGen Ovation Universal RNA-Seq protocol, including adapter ligation and ribosomal RNA depletion using a *Drosophila*-specific AnyDeplete rRNA primer mixture. Libraries were amplified and purified according to the NuGen protocol and quality was assessed using an Agilent Bioanalyzer DNA high-sensitivity chip.

### EC-tagging pulse-chase

5-ethynylcytosine was synthesized as previously described [14]. Biological triplicate samples were prepared by carrying out 5EC feeding and RNA processing independently. Larvae were reared at 25 °C and fed 1 mM 5EC from 72 – 84 h after hatching prior to RNA extraction (pulse samples) or transferred to media with 10 mM uridine for 3, 6, or 12 h prior to RNA extraction (chase samples). Crudely dissected central nervous system RNA was extracted using Trizol. For each genotype and timepoint, duplicate 20 mg RNA samples were biotinylated using Click-iT Nascent RNA Capture reagents (ThermoFisher), purified on Dynabeads MyOne Streptavidin T1 magnetic beads (ThermoFisher) and used for “on bead” RNA-seq library synthesis, as previously described [15].

### RNA-sequencing and bioinformatics

Sequencing was performed on a HiSeq 2500. Sequence data were pre-processed with *FastQC*. Reads were trimmed using Trimmomatic to discard any reads with adaptor contamination and low-quality bases. We used *STAR* to map reads to the Ensembl gene annotation for *Drosophila melanogaster* (BDGP6). Peaks were identified by running MACS2 [16] with default parameters. For input RNA-seq and pulse-chase RNA-seq, reads were mapped using *kallisto* [17]. meRIP-seq data were quantified and mapped using *featureCounts* and those data were used in differential expression analysis with *limma-voom* [18]. *Limma-voom* was used to identify genes with significantly higher meRIP-seq counts in wildtype brains compared to *Mettl3* null brains. All candidates that lacked significant counts above *Mettl3* null were visually inspected in IGV to determine if the gene should be considered a m6A target. *PeakAnnotator* was used to annotate m6A position, as previously described [19]. Gene ontology analysis was performed using GO TermFinder [20] with the full *Drosophila melanogaster* gene set as background and default settings.

### RT-qPCR

First strand cDNA was made using the SuperScript VILO cDNA Synthesis Kit (Invitrogen). Real-time PCR quantitation was performed on a Rotor-Gene Q (Qiagen) in 20 mL reactions using SYBR green detection. Custom PCR oligonucleotides (Integrated DNA Technologies) were used for all targets: *run* forward (TAGGACAAAGGACCCCAATC), *run* reverse (TCGTCGCACGATTTTATGAG), *Sp1* forward (TTGAAGCTATCTTGCGGTTG), *Sp1* reverse (ATAGAGCGGGCGTTTCTTTC), *5S rRNA* forward (GCCAACGACCATACCACGCT), *5S rRNA* reverse (AGGCCAACAACACGCGGTATTCCCA)*.* Triplicate RT-qPCR experiments (starting at the m6A immunoprecipitation step) were performed for all target transcripts.

### Imaging and quantification of target proteins

The following antibodies were used: guinea pig anti-Runt (gift of C. Desplan) at 1:400, rabbit anti-CycD (Santa Cruz Biotech, sc-25765) at 1:250, and rabbit anti-Ase (gift of Y.N. Jan) at 1:1,000. Alexa-fluor conjugated secondary antibodies (ThermoFisher) were used. Brain imaging was performed using a Zeiss LSM 880 confocal microscope. Immunostaining was performed in parallel for all targets and genotypes with confocal settings kept constant. Pixel intensity measurements were made using ImageJ and the ‘‘measure’’ tool applied to an identical size area of interphase nuclei of neuroblasts, individual neurons, and multiple brain regions lacking expression of the protein of interest to calculate background signal.

## Results

### Transcripts encoding neurodevelopmental regulators are m6A modified in neuroblasts and neurons

Near the end of *Drosophila* larval neurogenesis, the combined brain lobes contain approximately 10,000 neurons, roughly 500 glia, and only 200 neuroblasts [21, 22]. To increase representation of the neuroblast methyltranscriptome, we used a genetic modification that causes neuroblasts to undergo symmetric self-renewing divisions, thus generating larval brains with abundant ectopic neuroblasts and relatively few neurons [21]. In these experiments, we used *insc-Gal4* to drive expression of *UAS-aPKC*^*CAAX*^ in neuroblasts and harvested larval brains at 96—102 h after larval hatching (ALH) as a source of “neuroblast-biased RNA”. In contrast, we used wildtype larval brains at 96—102 h ALH as a source of “neuron-biased RNA” since neurons are vastly more abundant than any other cell type at this stage. In addition to collecting RNA samples that cover the neuron and neuroblast methyltranscriptomes, we collected RNA from stage-matched brains of *Mettl3* null larvae to obtain negative control “m6A null RNA”. Brain RNA from each genotype was split in two; half was used for quantification of total mRNA abundance (input RNA-seq) and half was used for methyltranscriptome purification using anti-m6A immunoprecipitation (meRIP-seq) [13]. This experimental design is summarized in Fig. 1A. As a first step, we used input RNA to test for differential abundance of known neuroblast or neuron-specific mRNAs in the neuron-biased and neuroblast-biased samples. We confirmed that *insc-Gal4* > *UAS-aPKC*^*CAAX*^ samples are enriched in neuroblast-specific transcripts and depleted of neuron-specific transcripts (Fig. 1B).

**Fig. 1:**
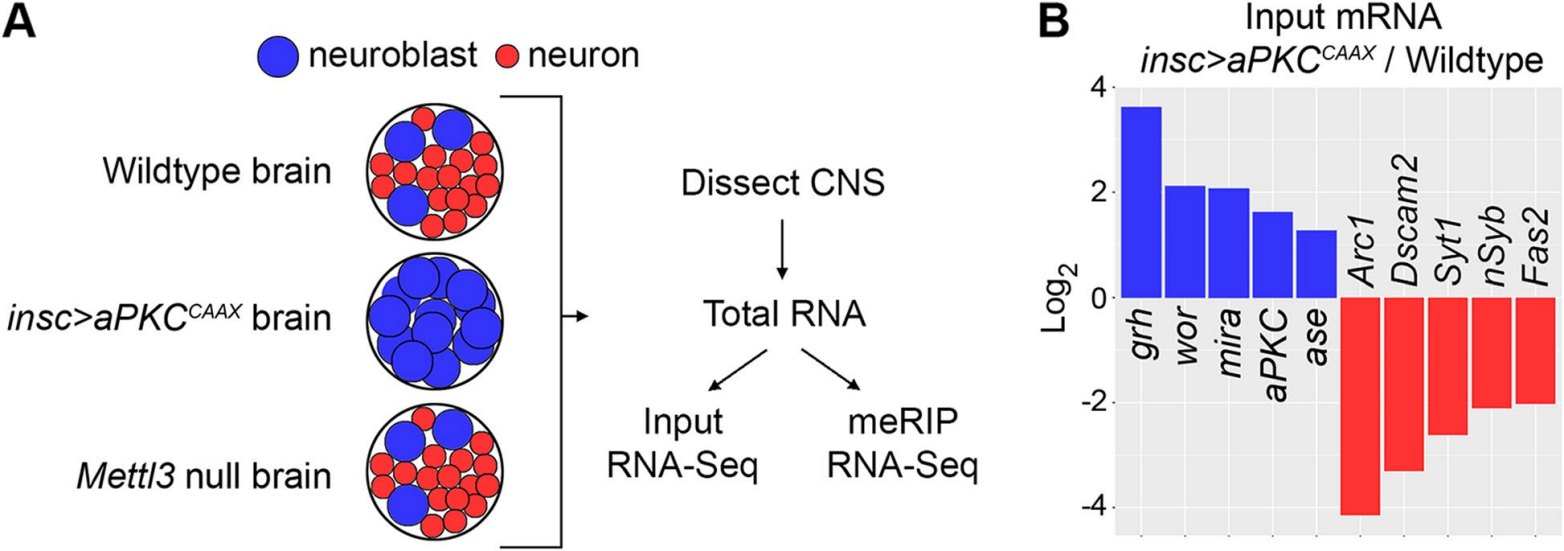
Confirmation of neuroblast-biased and neuron-biased transcriptomes. **A** Summary of experimental design. **B** Relative abundance of known neuroblast-specific mRNAs (blue) and known neuron-specific mRNAs (red) in insc > aPKCCAAX vs. wildtype brains. Average fold-change is shown

Subsequent meRIP-seq analysis of neuroblast-biased, neuron-biased and m6A-null RNA samples identified 867 m6A targets in the larval brain (Fig. 2A and Supplemental Table 1). 634 of these targets (73%) were also identified in adult *Drosophila* heads by Kan et al., revealing a high degree of m6A conservation across life cycle stages. As previously described, the m6A-null meRIP-seq data were useful for identifying “background” signal. This allowed high-confidence target identification and more accurate mapping of m6A peaks along a transcript: only peaks that were significantly enriched compared to m6A-null meRIP were included. Using this approach, we found that the vast majority of m6A peaks in the neuroblast-biased and neuron-biased transcriptomes map to the 5’ UTR (Fig. 2B). We used sequences from the combined neuron-biased and neuroblast-biased datasets to search for motifs associated with m6A and found significant enrichment of an AAACV motif. This motif contains the invariant AAAC core identified in other *Drosophila* m6A mapping studies [7, 9].

**Fig. 2:**
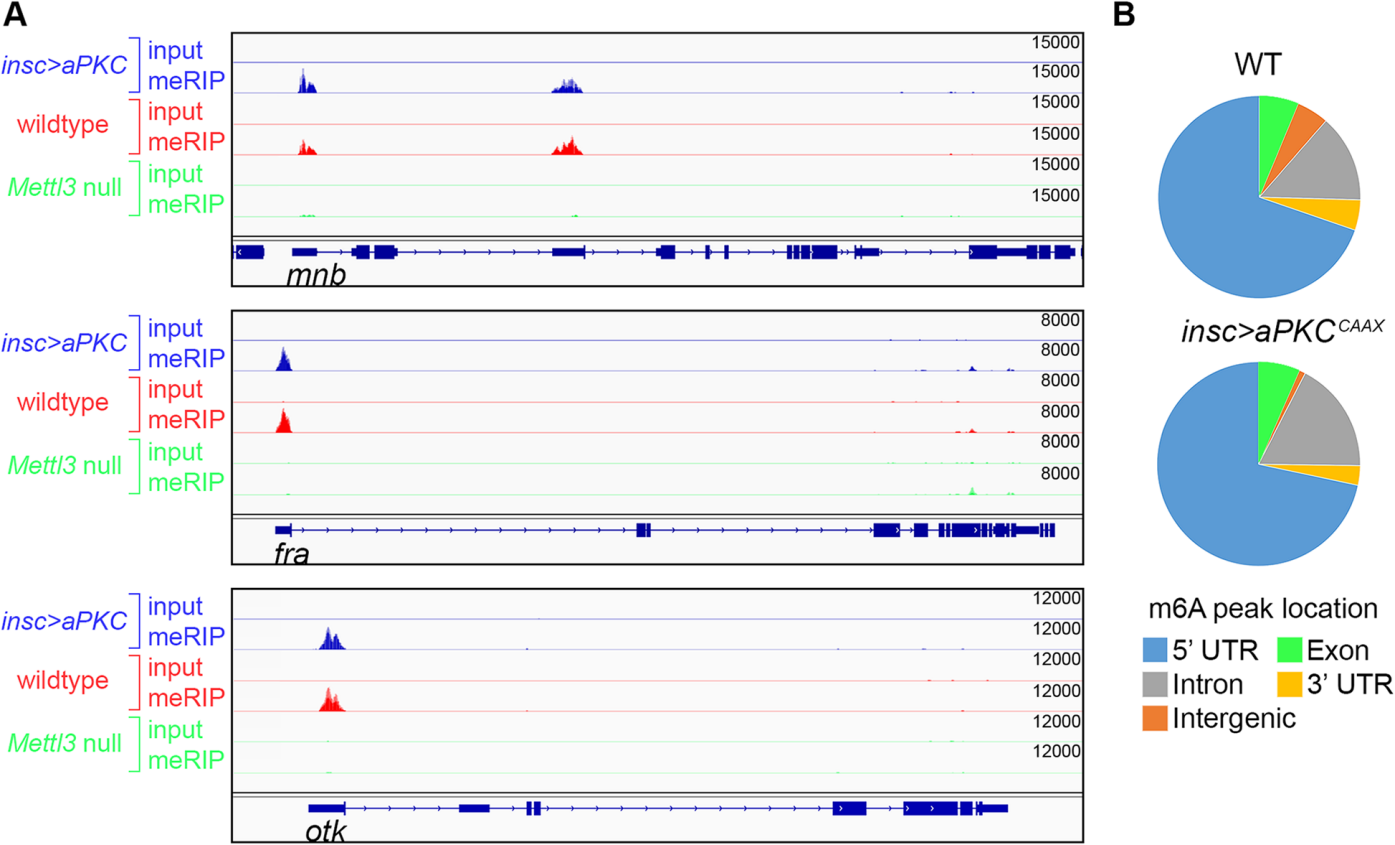
m6A peaks map to 5’ UTRs in neuroblast-biased and neuron-biased brains. **A** IGV plots of representative meRIP-seq data. Note that 5’UTR peaks are missing or significantly reduced in Mettl3 null brains while other peaks, for example in the downstream exons of fra, are independent of Mettl3. Such Mettl3-independent peaks were excluded from target identification and m6A position mapping. **B** Fraction of m6A peaks within different gene regions according to neuroblast-biased and neuron-biased meRIP

To gain insight into the potential roles of m6A in larval brain development, we used gene ontology analysis to identify functional categories overrepresented among m6A targets. This revealed significant enrichment of transcripts encoding regulators of essential neurodevelopmental processes, such as “synapse organization”, “dendrite development”, “neuroblast proliferation” and “neuron fate specification” in addition to processes known to be broadly important for development, such as “cell death”, “cytoskeleton organization”, and “Wnt signaling pathway” (Table 1). As expected, the combined profiling of neuroblast-biased and neuron-biased brains allowed identification of a large number of m6A targets (233 genes) that were not identified by previous m6A mapping in adult heads [9]. This novel set of m6A targets.

**Table 1:** Top 20 GO categories enriched among m6A targets, ranked by *p*-value. Count is the number of m6A targets in that category. Enrichment is the observed frequency of targets in that category (count / 867 total m6A targets) divided by the expected frequency (all genes in that category / total *Drosophila* genes)

GO Term	Definition	*P* value	Count	Enrichment
GO:0022008	neurogenesis	2.0 × 10^–112^	233	5.5
GO:0007154	cell communication	1.2 × 10^–92^	291	3.6
GO:0048812	neuron projection morphogenesis	1.0 × 10^–60^	125	6.1
GO:0006355	regulation of transcription	1.2 × 10^–46^	171	3.5
GO:0007611	learning or memory	3.1 × 10^–16^	41	5.5
GO:0,050,808	synapse organization	4.1 × 10^–15^	54	4.0
GO:0016358	dendrite development	4.9 × 10^–14^	41	4.9
GO:0008219	cell death	6.0 × 10^–13^	59	3.3
GO:0007010	cytoskeleton organization	6.5 × 10^–13^	79	2.7
GO:0042063	gliogenesis	9.8 × 10^–13^	28	6.7
GO:0008039	synaptic target recognition	1.4 × 10^–11^	20	9.3
GO:0008356	asymmetric cell division	2.7 × 10^–11^	28	6.0
GO:0007405	neuroblast proliferation	8.0 × 10^–11^	26	6.2
GO:0016055	Wnt signaling pathway	1.6 × 10^–10^	30	5.2
GO:0050795	regulation of behavior	1.5 × 10^–09^	26	5.5
GO:0007268	chemical synaptic transmission	1.1 × 10^–08^	45	3.2
GO:0030509	BMP signaling pathway	1.3 × 10^–07^	18	6.9
GO:0048665	neuron fate specification	2.6 × 10^–07^	13	10.1
GO:0000165	MAPK cascade	3.6 × 10^–06^	26	4.0
GO:0055057	neuroblast division	6.4 × 10^–05^	13	6.9

includes many genes known to regulate neuroblast proliferation, asymmetric cell division, neuron fate specification and axon pathfinding (Fig. 3A).

**Fig. 3:**
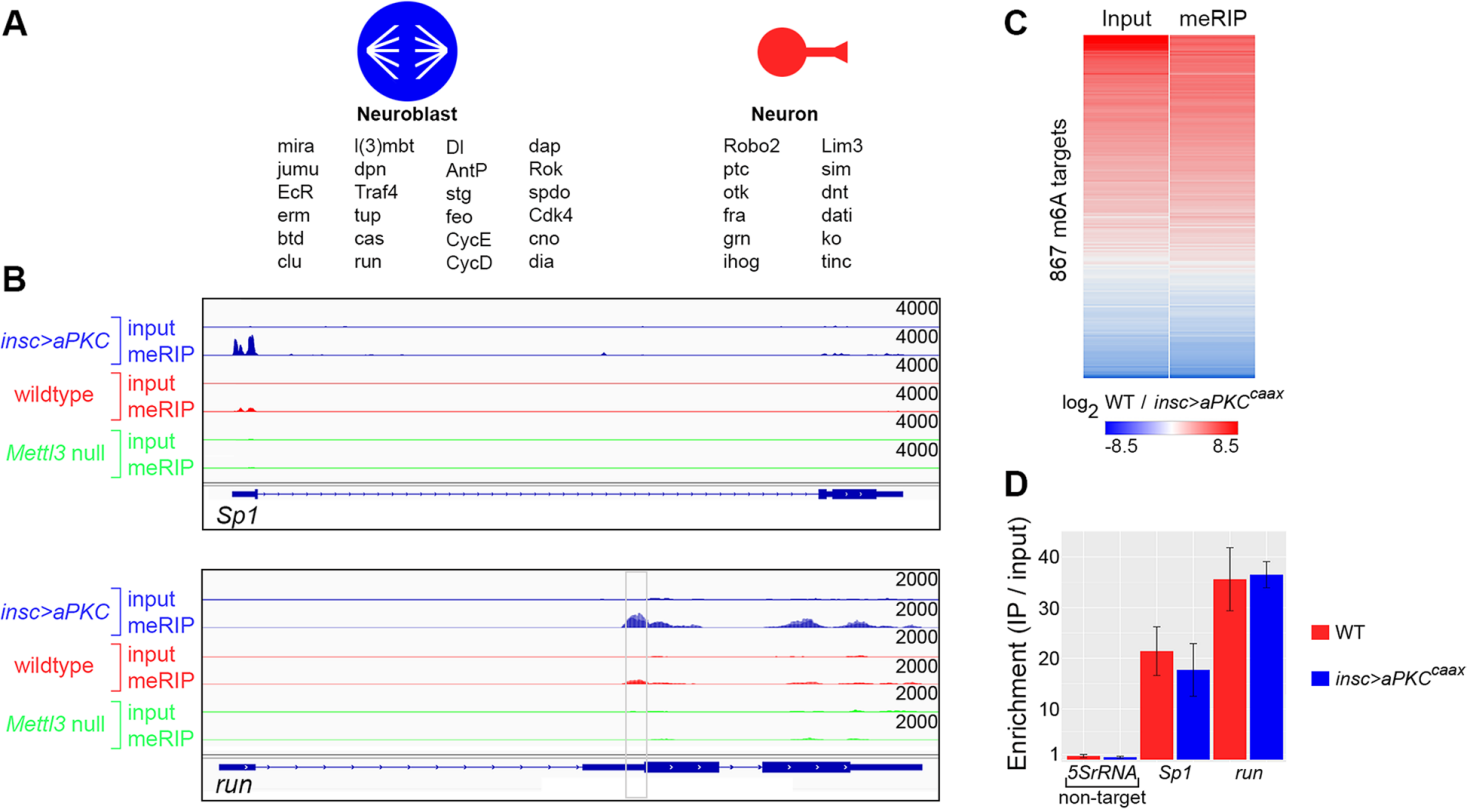
Novel m6A targets and evidence of uniform m6A stoichiometry between neuroblast-biased and neuron-biased brains. **A** Partial list of novel m6A targets identified in this study. Genes are listed below the cell type they are most associated with (cell cycle and fate determination genes are associated with neuroblasts, neuron identity and axon pathfinding genes are associated with neurons). **B** IGV plots of two genes with apparent increased m6A frequency in neuroblast-biased brains. A single Mettl3-dependent peak in the 5’UTR of run is outlined in gray. **C** Heat map comparing neuron-biased / neuroblast-biased (WT / insc > aPKCCAAX) ratios for all m6A targets based on input RNA-seq and meRIP-seq. **D** RT-qPCR of target transcripts in meRIP RNA versus input RNA. 5S rRNA is a negative control (not a m6A target). Data are average ± SEM for three independent input and meRIP samples

Comparing neuron-biased and neuroblast-biased meRIP-seq data revealed several genes with higher m6A peaks in one genotype or the other, potentially indicating cell type-specific differences in m6A stoichiometry (Fig. 3B). To test this possibility, we normalized meRIP-seq ratios (neuron-biased / neuroblast-biased) to input ratios (neuron-biased / neuroblast-biased). This identified cases where differential m6A peaks could be explained by differences in total transcript abundance. Following normalization for input reads and filtering for genes with statistically significant differences, we did not identify any evidence of differential m6A stoichiometry (Fig. 3C)*.* 135 genes had approximately equal input expression levels (fold-change ≤ 1.5 and no statistically significant difference between neuroblast-biased and neuron-biased input mRNA abundance), but none of these “uniformly” expressed transcripts showed evidence of elevated m6A frequency in neuroblast-biased or neuron-biased brains. This suggests that elevated m6A peaks in neuroblast-biased brains, as shown for *Sp1* and *run* in Fig. 3B, are due to elevated expression of the corresponding transcripts in neuroblasts. The converse is true for elevated m6A counts in neuron-biased brains. We further tested this conclusion using m6A immunoprecipitation and RT-qPCR of *Sp1* and *run* (Fig. 3D). 5S rRNA served as a negative control in these experiments as it was not identified as a m6A target in our experiments and is known to lack methyladenosine in metazoans [23]. meRIP and RT-qPCR confirmed *Sp1* and *run* as m6A targets and ruled out differential m6A between neuroblast-biased and neuron-biased brains. Overall, our m6A mapping indicates that m6A is selectively targeted to neurodevelopmental genes in neuroblasts and neurons and that for transcripts present in both cell types, the degree of m6A modification is largely constant.

### m6A correlates with low translation efficiency and low mRNA stability

Given that m6A has been implicated in a range of mRNA metabolic processes, we next sought clues to the molecular function of m6A during larval brain development. Akhtar et al. identified a role for m6A and the nuclear m6A reader in enhancing transcription by relieving RNAP II pausing at target genes. This was demonstrated in *Drosophila* S2 cells and the phenomena has not been described in vivo or in a developmental context. To test this possible function, we used RNA-seq measurements of total mRNA abundance from wildtype brains and *Mettl3* null brains. We reasoned that if m6A significantly enhances transcription in larval brains, the absence of m6A would result in decreased target abundance due to increased RNAP II pausing. As previously shown for adult *Drosophila* heads [9], this analysis failed to identify a strong directional relationship between m6A and transcript abundance (Fig. 4A). We also tested for a relationship between m6A and translation efficiency (TE). Using the adult head ribosome profiling data analyzed by Kan et al. [9], we found a similar significant enrichment of m6A in mRNAs with low translation efficiency (Fig. 4B).

**Fig. 4:**
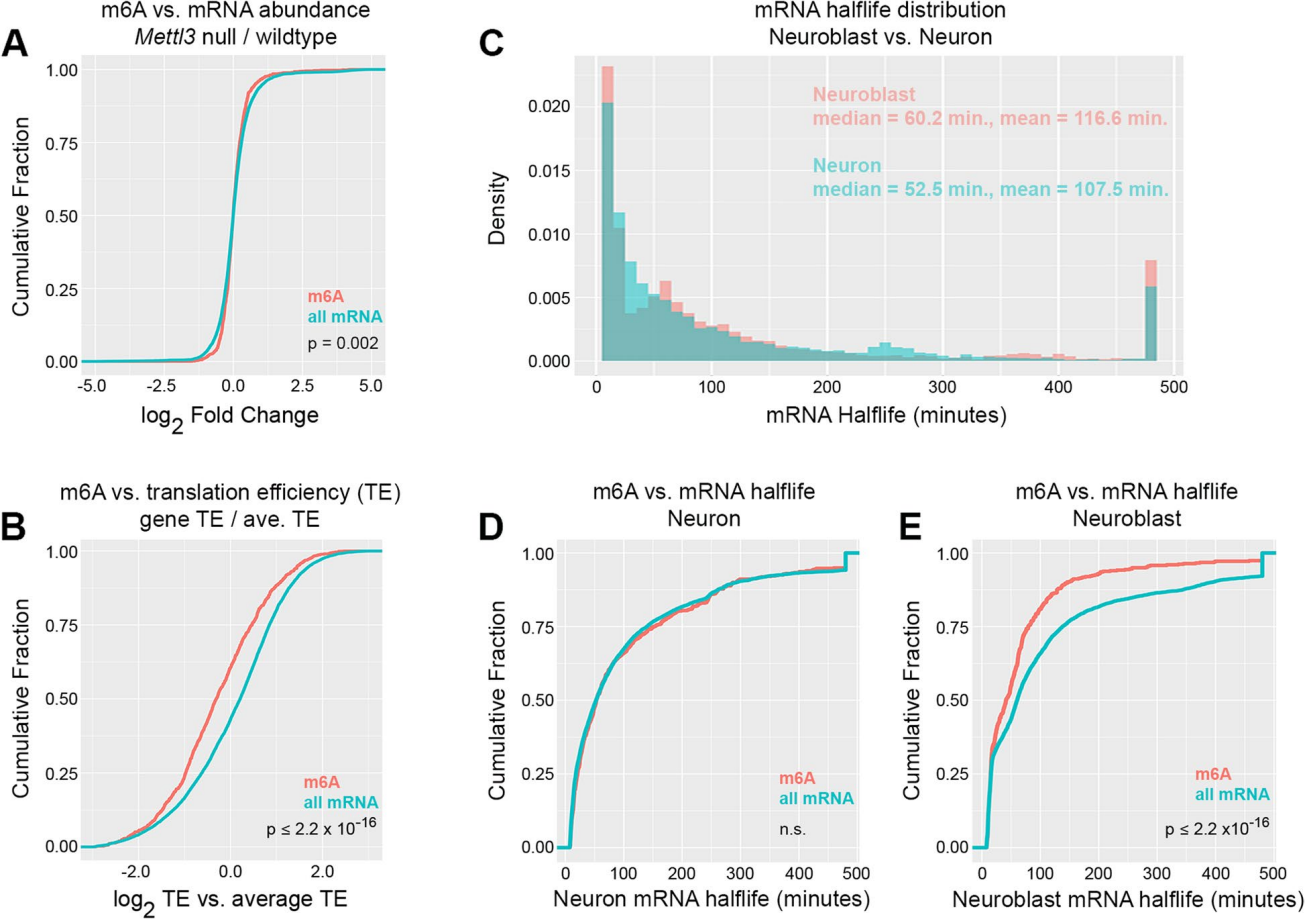
m6A correlates with low translation efficiency and low mRNA stability in neuroblasts. **A** Loss of m6A does not significantly affect target mRNA abundance. Log2 fold-change in transcript abundance in Mettl3 null brains versus wildtype brains, plotted as the cumulative distribution of m6A targets compared to all larval brain transcripts. **B** m6A correlates with low translation efficiency (TE). Log2 relative TE (transcript-specific TE / average TE), plotted as the cumulative distribution of m6A targets compared to all larval brain transcripts with matching adult head TE data. **C** Distribution of mRNA half-lives in neuroblasts and neurons, as determined by EC-tagging pulse-chase. Half-life values greater than 480 min were rounded down to 480 min. **D** and **E** m6A correlates with low mRNA half-life in neuroblasts but not neurons. mRNA half-life plotted as the cumulative distribution of m6A targets compared to all mRNAs as measured in neurons (**D**) or neuroblasts (**E**). P-values were determined by two sided Kolmogorov–Smirnov tests

Next, we tested for any relationship between m6A and mRNA stability. We obtained mRNA half-life measurements for neural progenitors and neurons using EC-tagging pulse-chase [14]. Briefly, this approach uses targeted expression of a cytosine deaminase-uracil.

phosphoribosyltransferase (CD:UPRT) fusion enzyme to convert 5-ethynylcytosine (EC) into 5-ethynyluridine (EU)-monophosphate in specific cell types. EU is incorporated into nascent mRNAs of target cells and the tagged RNAs can be purified after “pulse” feeding 5EC and at subsequent “chase” timepoints in which excess uridine is provided to ensure no new tagged transcripts are made. We used *insc-Gal4* to express *UAS-CD:UPRT* in neural progenitors and *nSyb-Gal4* to express *UAS-CD:UPRT* in neurons. 

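EC-tagged RNA was purified from larval brains at the end of a 12 h pulse of 1 mM 5EC and after 3, 6 or 12 h of chase with 10 mM uridine. A total of 16 libraries were analysed, with 2 replicates of each cell type at each time point. The methods name 3 biological replicates of the feeding and duplicate RNA samples for biotinylation, and the sample labels number the replicates 1 and 2. The authors mapped the reads with kallisto, which assigns reads to annotated transcripts, and deposited an estimated count per transcript for each library without normalization. At the pulse and after 3, 6 and 12 h of chase, replicate 1 of neuroblasts had 18740829, 25807630, 14640717 and 11053940 counts and replicate 2 had 12541294, 31713720, 20776506 and 20004535. In neurons, replicate 1 had 44317916, 98979690, 71695042 and 96798551 counts and replicate 2 had 211109573, 178095002, 173600695 and 102464019.

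In neurons the total count did not track the number of transcripts detected. At least 10 counts were present for 1046 and 3176 transcripts in the neuron pulse libraries, and for 6461 and 22337 transcripts after 12 h of chase. In neuroblasts the numbers were 9400 and 12189 at the pulse and 2244 and 9626 after 12 h of chase. The neuroblast library with the lowest total had the fewest transcripts (2244), and that with the highest had the most (15615, replicate 2 after 3 h). In between the order did not hold, since replicate 2 of the pulse had more transcripts than replicate 1 with a lower total. Mitochondrial transcripts took 86.3% to 92.1% of the counts in replicate 1 of neurons and 2.75% to 11.9% in replicate 2, against 9.66% to 12.8% in neuroblasts. Each of these shares has a Wilson 95% interval of at most 0.0585 percentage points, which covers counting error only. Replicates differed in these shares by far more than counting error. Of the transcripts with at least 100 counts in either replicate, 45.1% to 62.8% had under 1 count in the other replicate in neuroblasts, and 57.5% to 74.5% in neurons. The Spearman correlation of the replicates across transcripts with any count was 0.0305 to 0.231 in neuroblasts and -0.246 to 0.0433 in neurons.

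Estimated counts were rounded to whole numbers, scaled by edgeR's TMM method within each fit, and filtered by edgeR's filterByExpr. The slope of log2 expression on hours of chase was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Because libraries were scaled to each other, a slope is a change relative to the other transcripts, and so is a half-life. Half-lives came from a one-phase exponential decay through the pulse mean, fitted to 1 transcript per gene, and values over 480 min were set to 480 min. A transcript without counts at the pulse, or without a fall, has no half-life. Among 10 neuroblast or neuron markers shown in Fig. 1B, 7 passed the filter at the pulse. Of these, 0 differed between cell types in the direction of that figure at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test. Those that did not pass the filter, wor, mira and ase, are all neuroblast markers. The cell types therefore rest on the sample labels.

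**Figure D1:**
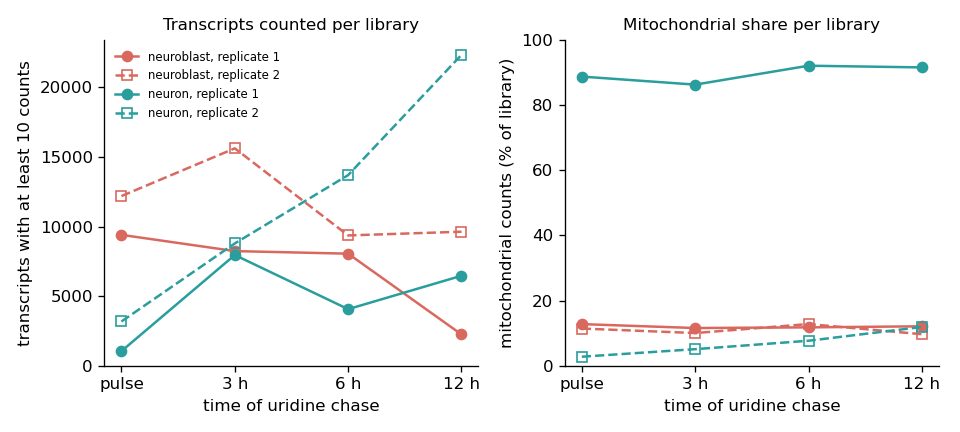
Transcripts with at least 10 counts (left) and percent of counts on mitochondrial transcripts (right) in each of the 16 libraries, against hours of chase, with neuroblasts in red, neurons in teal, replicate 1 as filled circles and replicate 2 as open squares. Replicate 1 of neurons sits between 86.3% and 92.1% mitochondrial counts, above the other libraries.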

Globally, neural progenitor and neuron transcriptomes had similar half-life distributions (Fig. 4C and Supplemental Table 2), indicating that transcriptome-wide mRNA decay kinetics do not significantly differ between neural progenitors and neurons. However, differences were revealed when we analyzed the half-lives of m6A targets: there was no relationship between m6A and mRNA stability in neurons (Fig. 4D), while m6A targets were significantly less stable in neuroblasts (Fig. 4E).

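A half-life was obtained for 5119 of 9007 genes in neuroblasts and for 1398 of 10907 genes in neurons. No counts were present in either pulse library for 785 of these genes in neuroblasts and 5015 in neurons. The median half-life was 413 min in neuroblasts, where 2212 genes reached the limit of 480 min, and 39.6 min in neurons. The mean was 339 min in neuroblasts and 114 min in neurons. These half-lives are relative to the other transcripts of the same cell type. They cover only genes that fell on that scale, so they do not compare absolute decay between cell types. The distributions differed by a two-sided Kolmogorov-Smirnov test across genes (n = 5119 and 1398, D = 0.614, p = 2.64e-321), which treats genes as independent and takes no account of the spread between replicates. From replicate 2 alone the medians were 368 min in neuroblasts and 32.6 min in neurons, and from replicate 1 alone they were 258 min and 30.0 min. A straight line fitted to log2 counts gave 198 min in neuroblasts and 309 min in neurons, which changes the order of the cell types, and with transcripts without a fall set to 480 min both medians were 480 min. Of 1000 transcripts simulated with constant counts and counting noise alone, 393 also had a half-life, all over 480 min. A half-life at the limit thus does not show decay. The spread between libraries was not simulated here, so shorter half-lives are not shown to be decay either.

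Few transcripts changed over the chase beyond the spread between replicates. In neuroblasts, 1 of 16228 transcripts fell and 9 rose at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test. In neurons, 6 of 18103 transcripts fell and 0 rose, while 1792 rose at an unadjusted p-value under 0.05. The median biological coefficient of variation between libraries was 2.79 in neuroblasts and 3.61 in neurons. Libraries with the same replicate number deviated together at different time points, with a median correlation of 0.143 in neuroblasts and 0.193 in neurons. With the replicate number as a block, 10 transcripts fell and 39 rose in neuroblasts, and 7 fell and 0 rose in neurons (1570 rose at an unadjusted p-value under 0.05).

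In neuroblasts the steepest fall was that of the Sam-S transcript FBtr0089431 (chromosome 2L, 107937 to 114432, BDGP6.54), with a slope of -2.75 log2 per hour (adjusted p = 0.00330 by edgeR's quasi-likelihood test). Its estimated counts were 2256 and 12735 at the pulse and 0 in all chase libraries. The steepest rises were those of transcripts of Aldh-III (slope 1.60), nrv3 (1.57) and Lsp2 (1.45). In neurons the steepest falls were those of transcripts of eEF2 (slope -2.07) and Atpalpha (-2.00). The Atpalpha transcript had 40.8 and 536373 estimated counts at the pulse in replicates 1 and 2. With counts summed per gene, no slope of these 6 genes passed the threshold, with -0.00032 for Sam-S, 0.17 for Aldh-III, 0.047 for nrv3, 0.36 for Lsp2, -0.56 for eEF2 and -0.58 for Atpalpha (adjusted p = 1.00, 0.628, 0.953, 0.135, 0.585 and 0.582 by edgeR's quasi-likelihood test).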

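In neurons, 170 m6A targets had a half-life, with a median of 38.5 min against 39.6 min for all 1398 genes (two-sided Kolmogorov-Smirnov test, n = 170 and 1398, D = 0.0745, p = 0.350). In neuroblasts, 519 m6A targets had a half-life, with a median of 379 min against 413 min for all 5119 genes (n = 519 and 5119, D = 0.0484, p = 0.212). The difference of the medians in neuroblasts was -13.5 min from replicate 1 alone and 10.0 min from replicate 2 alone, so its direction was not shared by the replicates. A half-life was obtained for 70.0% of the tested m6A targets and 55.6% of other genes in neuroblasts, and for 20.8% and 12.2% in neurons. Against 10000 random sets of genes matched on mean expression, the median of targets in neuroblasts differed from the mean of the matched sets by -97.2 min (379 min against 477 min, with 95% of the sets between 458 and 480 min). This gave p = 0.0002 (n = 519 targets), the smallest p-value these draws can give. The matched sets lay at or near the limit of 480 min, so the limit affects the size of this difference. In neurons the matched sets had a mean of 36.4 min (n = 170 targets, p = 0.401).

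Slopes exist also for transcripts that rise. In neuroblasts the median slope was -0.19 log2 per hour for 741 m6A targets and -0.11 for 8266 other genes. The difference of -0.082 had p = 1e-05 in a two-sided permutation test across genes, the smallest p-value that 100000 resamples can give. Limma's camera test, which allows for correlation between genes, gave p = 0.170 with the correlation estimated from the data (0.0505) and p = 0.000921 with it fixed at 0.01, so its call depends on this setting. With the replicate number as a block the difference was -0.067 and camera gave p = 0.216 with the estimated and 0.000703 with the fixed correlation (n = 741 targets). Each replicate alone gave -0.053 (replicate 1) and -0.025 (replicate 2). Against expression-matched sets the difference in neuroblasts was -0.099, with -0.076 from replicate 1 alone and -0.051 from replicate 2 alone. This comparison by replicate was chosen after the data were seen. In neurons the median slope was 0.043 for 817 targets and 0.24 for 10090 other genes, a difference of -0.20 with the same smallest permutation p-value and a camera p-value of 0.791 (0.350 with the fixed correlation). With the replicate block the neuron difference was -0.22 and camera gave p = 0.627 (0.268 with the fixed correlation, n = 817 targets). Replicate 1 alone gave 0.063 and replicate 2 alone gave -0.67, so the direction was not shared. Set against expression-matched sets, the neuron difference changed direction, to 0.068, with 0.042 from replicate 1 alone, inside 95% of the matched sets, and 0.083 from replicate 2 alone.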

To further investigate the different relationships between m6A and stability in neuroblasts and neurons, we directly compared the half-lives of m6A targets in each cell type and found that 185 m6A targets are at least 1.5-fold more stable in neurons (Fig. 5A). 

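Half-lives in both cell types were obtained for 100 m6A targets and 535 other genes. Of the targets, 16 had a half-life at least 1.5 times longer in neurons, and 72 had one at least 1.5 times longer in neuroblasts. The share with a longer half-life in neurons was 16.0% of targets and 6.73% of other genes (two-sided Fisher's exact test, p = 0.00445). The share with a longer half-life in neuroblasts was 72.0% of targets and 81.1% of other genes (p = 0.0425, same exact test). This lower share did not pass 0.05 in any alternative set beforehand that kept both replicates. Their exact p-values ran from 0.0688 (no limit on half-lives) to 0.906 (counts summed per gene). It passed from the 3 h chase, chosen after the data were seen (exact p = 0.00155 without and 0.0450 with a plateau). These tests treat genes as independent. Neither replicate alone showed the excess in neurons. From replicate 2 alone, 10 targets were more stable in neurons (12.5%, against 12.3% of other genes) and 58 in neuroblasts, and from replicate 1 alone the counts were 6 (23.1%, against 23.5%) and 15. With counts summed per gene the shares in neurons were 3.57% and 3.05% (exact p = 0.634, same test). Setting transcripts without a fall to 480 min raised the count in neurons most, to 131 of 488 targets, with 111 more stable in neuroblasts, and the shares in neurons were then 26.8% and 16.3% (exact p = 3.14e-08). The excess also passed 0.05 in the same exact test with DESeq2 size factors (p = 0.0286), no filter (p = 0.0158), the stricter filter (p = 0.0227) and no limit on half-lives (p = 0.00152), and from the 3 h chase, chosen after the data were seen (p = 0.0164 without and 0.0114 with a plateau). It did not with total counts only (exact p = 0.0532), no scaling (p = 0.291), a straight line (p = 0.395) or a free plateau (p = 0.114). Among sets of targets, it passed for those also in adult heads (exact p = 0.00428) and those with an m6A log2 ratio of at least 1 (p = 0.0366). It did not for targets not in adult heads (exact p = 0.304). At a threshold of 2-fold it passed (exact p = 0.0217).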

If one assumes m6A directly affects mRNA stability, this differential decay is surprising given that our data suggest m6A is constant between neuroblasts and neurons. Differential stability could be caused by varied Ythdf expression, however; prior transcriptome profiling of purified neuroblasts and neurons found that Ythdf mRNA is present at equally high levels in progenitors and neurons [24]. Alternatively, these data agree with a model in which the difference between neuroblasts and neurons is due to m6A-independent stabilization of target mRNAs in neurons. GO analysis of the neuron-stabilized m6A targets revealed enrichment of transcripts involved in neuron-specific functions such as “synapse assembly”, “dendrite development” and “axon guidance” (Fig. 5B), supporting the model that these transcripts are likely selectively stabilized to support the needs of mature neurons. We conclude that neuron-specific stabilization of m6A targets explains the lack of correlation between m6A and half-life in neurons.

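The difference between the cell types was tested directly over all 16 libraries. In the interaction of cell type with hours of chase, 711 of 23032 transcripts passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test, 591 of them with the larger slope in neurons. With the replicate number as a block, 33 transcripts passed, 6 of them with the larger slope in neurons. The slope in neuroblasts minus the slope in neurons had a median of -0.29 log2 per hour for 842 m6A targets and -0.51 for 11375 other genes. This difference of 0.22 had a permutation p-value of 1e-05, the smallest possible. Camera pointed the opposite way, to lower values in targets (p = 0.515, or 0.0632 with the correlation between genes fixed at 0.01). With the replicate block the difference of the medians was 0.20. Camera again pointed the opposite way (p = 0.204, or 0.0929 with the fixed correlation). Replicate 2 alone gave 0.53 and replicate 1 alone gave -0.17. Against random sets matched on mean expression the difference changed direction, to -0.17 (n = 842 targets, p = 0.0002, the smallest the draws can give), with -0.22 from replicate 1 alone and -0.16 from replicate 2 alone. Of the m6A targets with an adjusted p-value under 0.05 in the interaction test, 6 had a slope that was larger in neuroblasts than in neurons, and the largest differences were those of wdp (3.12), cg (2.53) and Met (2.10). None of these 3 passed with the replicate block (adjusted p = 0.202, 0.103 and 0.196 by edgeR's quasi-likelihood test) or with counts summed per gene (0.20, 0.69 and 0.45, adjusted p = 0.878, 0.201 and 0.482). From replicate 1 alone the difference of Met was -0.59. The paper reasons from constant m6A between neuroblasts and neurons, from equal Ythdf mRNA levels and from the neuron-specific functions of the neuron-stabilized targets, and proposes that the stabilization is independent of m6A. It concludes that this stabilization accounts for the missing correlation in neurons.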

**Fig. 5:**
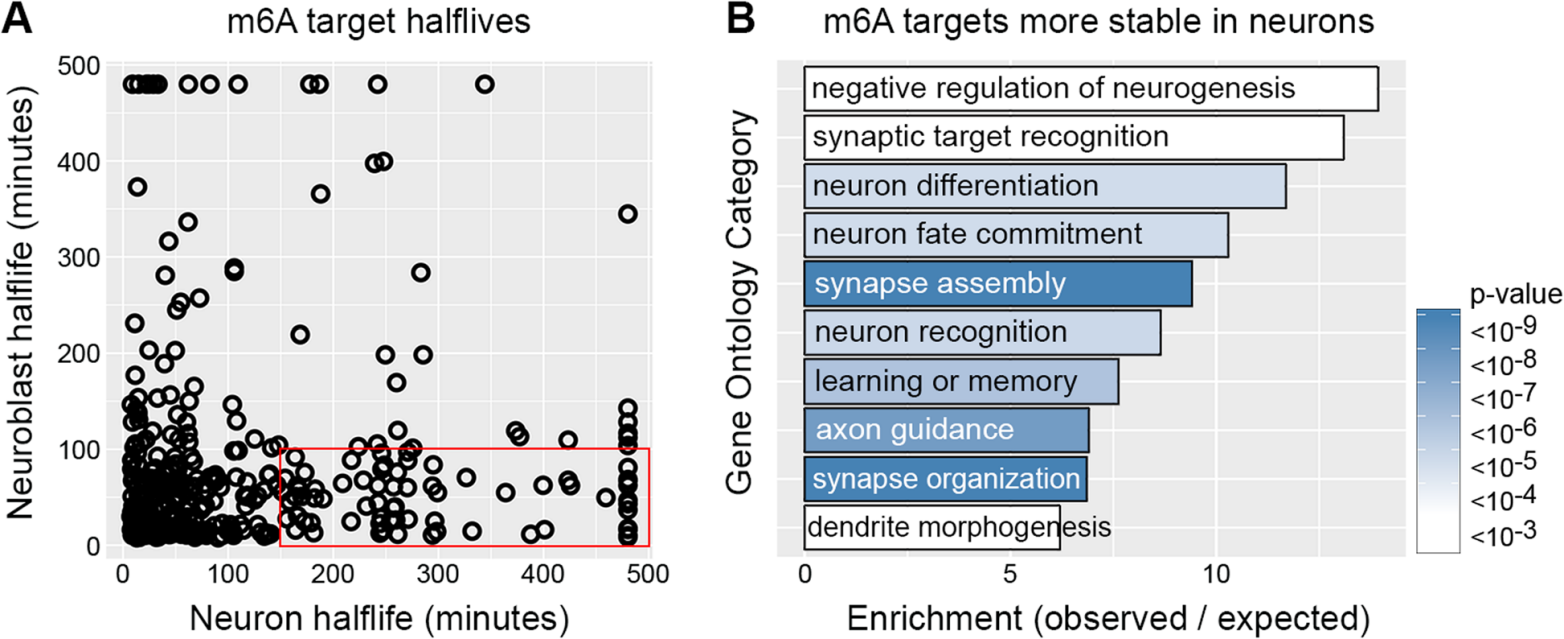
m6A targets encoding regulators of neuron-biased functions are stabilized in neurons. **A** m6A target half-life in neuroblasts compared to neurons. An example of neuron-stabilized transcripts (half-life ≤ 100 min in neuroblasts and ≥ 150 min in neurons) are outlined by a red box. **B** Gene ontology categories significantly enriched among m6A targets that are ≥ 1.5-fold more stable in neurons

### m6A and Ythdf enhance target protein expression in larval brains

The analyses described above reveal correlations between m6A, mRNA translation and mRNA decay, but these findings do not reveal underlying mechanisms or causal relationships. With respect to translation, two mechanisms have been described in *Drosophila*: translation inhibition that requires Fmr1 [7] and Ythdf-dependent translation enhancement [9]. Comparing our m6A targets with previously identified m6A-dependent Fmr1 targets in the larval central nervous system revealed an overlap of only 5.8% (50 genes). Since the majority of our targets are not predicted to be regulated by Fmr1, we conclude that the translation enhancing effect may be more relevant. With respect to mRNA stability, 3’ UTR m6A in mammalian transcripts induces decay via DF proteins recruiting the CCR4-NOT deadenylase complex [5] but a decay pathway triggered by 5’UTR m6A has not been described in any species. Instead, we predict that the relationship between m6A and mRNA is indicative of a compensatory mechanism, similar to that described for translation efficiency. In this case, we predict that 5’UTR m6A enhances translation of low stability transcripts whose decay is regulated by m6A-independent mechanisms.

According to the translation enhancement model, *Mettl3* deletion should decrease target protein production and *Ythdf* overexpression should increase target protein production. To test this model in the developing larval brain, we performed quantitative immunofluorescent imaging of proteins encoded by m6A targets in wildtype brains, *Mettl3* null brains and *Ythdf* overexpressing brains (overexpressing *Ythdf* in neural progenitors using *insc-Gal4* > *UAS-Ythdf*). We measured immunofluorescent signal for two m6A targets, the transcription factor Runt (Run) and the cell cycle regulator Cyclin D (CycD), in addition to one non-target, the transcription factor Asense (Ase). Translation efficiency data are not available for *run* and *ase*, likely because these genes are not expressed or are only expressed at low levels in adult brains, but the TE value for *CycD* in adult heads is 1.17 compared to an average value of 1.37 [25]. In contrast to the TE data, mRNA stability data are available for each of these genes. 

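The run gene lies on chromosome X from 20690670 to 20697321 (plus strand, BDGP6.54) and has 3 annotated transcripts among those counted. In neuroblasts, FBtr0304593 and FBtr0345922 had 0 estimated counts in all 8 libraries. FBtr0077279 had 98 counts in replicate 2 after 3 h of chase, 1 count in replicate 2 after 12 h and 0 in the other libraries, the pulse libraries included. The smallest abundance that 3 counts can show in the neuroblast libraries was 0.0946 to 0.271 CPM (counts scaled by the library total). In neurons, all 3 transcripts had 0 counts at the pulse. Counts in the neuron chase libraries were highest in replicate 2 after 12 h, with 1027 counts on FBtr0345922, and FBtr0304593 had 139 and 17 counts in replicate 2 after 3 and 6 h. No run transcript passed the filter, and with no counts at the pulse no half-life was obtained in either cell type.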

In neural progenitors *run* decays very rapidly (half-life of 5.1 min) and is more stable in neurons (half-life of 17.6 min). In larval brains, *CycD* and *ase* expression is primarily restricted to neural progenitors and we therefore only obtained progenitor-specific decay measurements for these transcripts: *CycD* has a half-life of 136.3 min and *ase* has a half-life of 16.1 min.

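CycD lies on chromosome X from 15906822 to 15909676 (minus strand, BDGP6.54). Its transcript with the highest total count, FBtr0300391, had 473 and 165 estimated counts in replicates 1 and 2 of the neuroblast pulse, 693 and 58 after 12 h of chase, and at most 223 in between. Its slope in neuroblasts was 0.23 log2 per hour (adjusted p = 0.922 by edgeR's quasi-likelihood test), and without a fall no half-life was obtained. In neurons it had 0 counts in both pulse libraries, 0 and 8 after 3 h, 13 and 371 after 6 h and 0 and 1679 after 12 h (0 and 16.4 CPM, against 62.7 and 2.90 CPM in neuroblasts). The CycD transcript FBtr0300393 had 725 counts in replicate 2 of neuroblasts after 3 h and 966 in replicate 2 of neurons after 12 h. FBtr0300392 had 184 counts in replicate 2 of neuroblasts after 6 h. The single-exon gene ase lies on chromosome X from 460747 to 463176 (plus strand). In neuroblasts it had 0 and 102 counts at the pulse, 569 and 333 after 3 h, 263 and 0 after 6 h, and 0 and 82 after 12 h. The slope of ase in neuroblasts was -0.066 (adjusted p = 1.00, same test), and the decay curve through the pulse mean did not fall. In neurons ase had 0 and 28 counts at the pulse, 263 and 0 after 3 h, 0 and 1 after 6 h, and 480 and 3428 after 12 h (4.96 and 33.5 CPM, against 0 and 4.10 CPM in neuroblasts). Neither slope exceeded the spread between replicates, so a decay of either transcript was not detectable in these libraries.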

Runt expression in neuroblasts changed in a manner corresponding to the translation enhancement model: Runt signal decreased in *Mettl3* null neuroblasts and increased in *Ythdf* overexpressing neuroblasts (Fig. 6A). In neurons, Runt signal was unaffected by loss of *Mettl3* but increased in *Ythdf* overexpressing brains. Similar to Runt, CycD protein levels decreased in *Mettl3* null neuroblasts, but *Ythdf* overexpression did not alter CycD abundance (Fig. 6B). Finally, as expected, neither *Mettl3* loss-of-function or *Ythdf* overexpression altered.

**Fig. 6:**
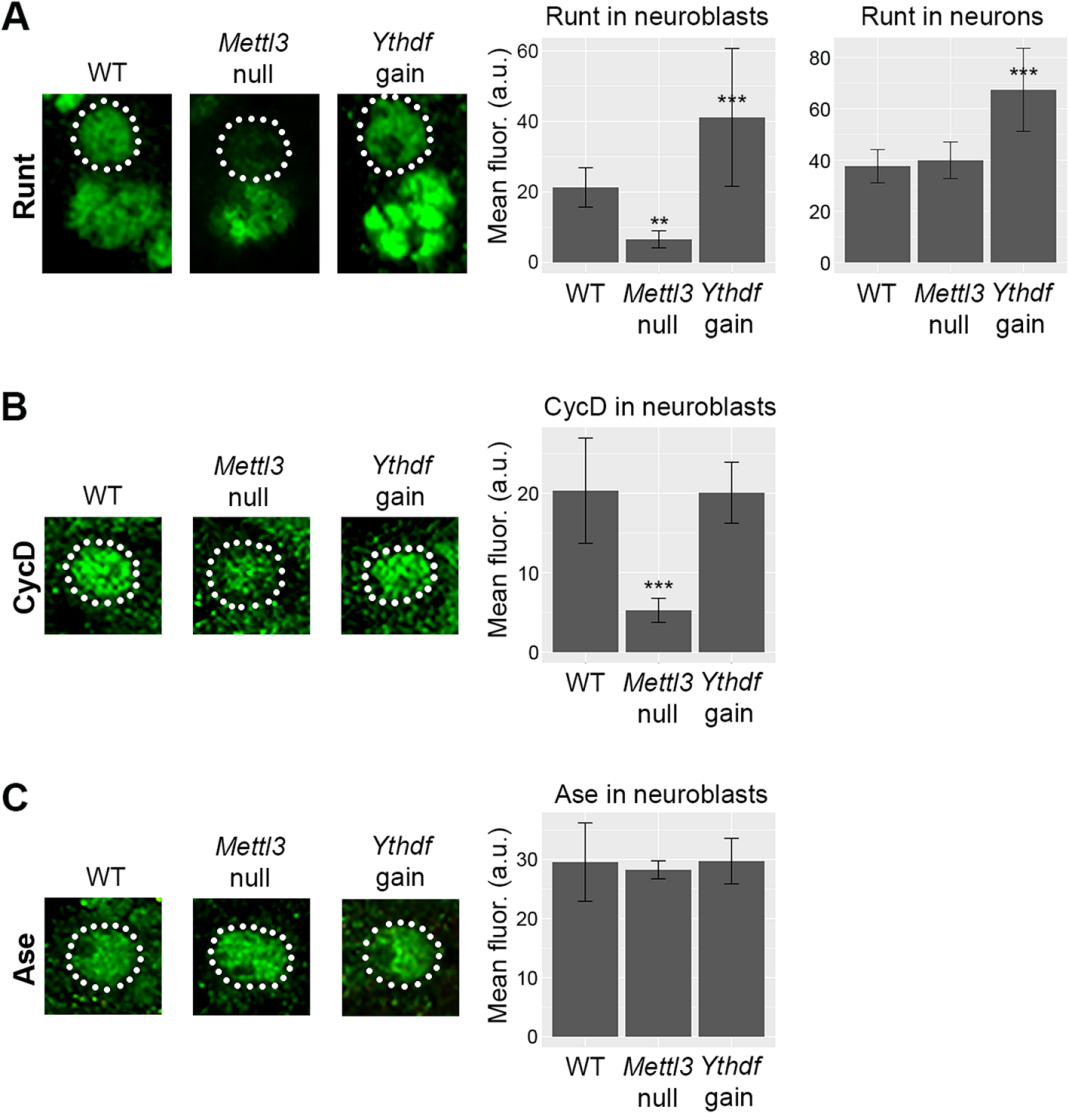
m6A and Ythdf increase target protein abundance in neuroblasts and neurons. **A** Representative images of Runt in neuroblasts (outlined by white dotted line) and neurons (cells clustered below neuroblast) in wildtype, Mettl3 null and Ythdf overexpressing brains. The fluorescent signal intensity (mean and standard deviation) for Runt in each genotype and cell type is shown at right. **B** Representative images of CycD in neuroblasts (outlined by white dotted line) in wildtype, Mettl3 null and Ythdf overexpressing brains. CycD was not detected in neurons. The fluorescent signal intensity (mean and standard deviation) for CycD in each genotype is shown at right. **C** Representative images of Ase in neuroblasts (outlined by white dotted line) in wildtype, Mettl3 null and Ythdf overexpressing brains. Ase was not detected in neurons. The fluorescent signal intensity (mean and standard deviation) for Ase in each genotype is shown at right. All fluorescent intensity measurements are derived from analysis of ≥ 20 cells from ≥ 6 different brain lobes. Statistical significance was determined by one way ANOVA followed by Tukey post-test. *P*-values: ** = 1 × 10–4, *** ≤ 1 × 10–7

the abundance of the non-target Asense (Fig. 6C). The *run* and *CycD* data support our prediction that m6A does not induce mRNA decay; if this were the case, *Mettl3* deletion would.

most likely increase protein levels (we observe the opposite effect) and *Ythdf* overexpression would decrease protein levels (again, we see the opposite). Instead, these results support the model that 5’UTR m6A enhances translation of target mRNAs in the developing nervous system.

## Discussion

Precise deployment of genetic information during neurogenesis requires multiple layers of post-transcriptional control. m6A provides one such layer, but the full diversity of cell types and pathways affected by m6A, and the degree to which m6A modification and target metabolism are dynamically regulated, is not fully understood. We investigated these questions of m6A dynamics in the context of *Drosophila* larval brain development. The m6A profiles we obtained from neuroblast-biased and neuron-biased brains expand the list of known m6A targets in the *Drosophila* nervous system, contributing to a deeper understanding of m6A targeting during neurodevelopment. Importantly, our results lend support to the model that m6A stoichiometry of individual transcripts is largely uniform and does not vary according to cell type. In spite of this uniformity, we show that m6A targets may be metabolized in a cell type-specific manner, particularly if target mRNA processing pathways vary by cell type. Finally, we provide neural-specific in vivo evidence to support the translation enhancement model proposed by Kan et al. [9]. Altogether our results point to m6A as an important modifier of protein output from key neurodevelopmental transcripts.

While *insc* > *aPKC*^*CAAX*^ brains are not exclusively composed of neuroblasts and wildtype brains are not exclusively composed of neurons, the transcriptomes of each are heavily biased toward one cell type or the other and have a high likelihood of revealing differential m6A stoichiometry. However, no significant differential m6A targeting was indicated by our analyses. This outcome agrees with the theory that differential m6A stoichiometry is rare [4]. Part of this theory is based on the mechanics of m6A deposition and removal; the enzymes that write and erase m6A appear to be ubiquitous and it is unclear how their activity might be conditionally modified to alter only a subset of targets. In the context of *Drosophila* neural differentiation, dynamic m6A targeting would require selective alteration of methyltransferase activity between neuroblasts and neurons in a way that targeted specific genes, or transcript-specific demethylase activity in one cell type versus the other. While such mechanisms may exist and could involve differences in RNAP II pausing at target genes, we interpret our results as supporting the “non-dynamic m6A” model, at least along the neural differentiation axis in *Drosophila*.

In addition to identifying novel m6A targets, we also obtained transcriptome-wide mRNA decay measurements in neural progenitors and neurons. A link between m6A and mRNA decay in *Drosophila* was previously ruled out by comparing adult head m6A targets and embryonic central nervous system mRNA half-lives. A limitation of this prior analysis is that the embryo mRNA decay data were mainly derived from neurons; neural progenitor-specific measurements were missing. Our cell type-specific mRNA half-life data revealed a correlation between m6A and short half-life in neuroblasts but no correlation between m6A and half-life in neurons. It is important to recognize that our m6A – mRNA decay results demonstrate a correlation (or lack thereof) and not causation. Given that m6A stoichiometry is constant between neuroblasts and neurons, that the Ythdf reader is expressed at equal levels in both cell types [24], and that a molecular pathway linking 5’ UTR m6A to mRNA decay is not known, we interpret these results as evidence of m6A-independent stabilization of target transcripts in neurons. Neuron-specific stabilization of m6A targets may occur via canonical mRNA decay pathways. For example, loss of a destabilizing RNA-binding protein during differentiation could increase target mRNA stability in neurons relative to neuroblasts. In this scenario, increased stability would synergize with the translation enhancing effect of m6A to optimize expression of proteins necessary for post-mitotic functions like synapse assembly. Such a mechanism aligns with the concept that m6A is a modifier of protein output from target transcripts but not the main driver of target mRNA metabolism.

A major question in developmental biology is how varying rates of transcription, decay and translation combine to determine gene expression dynamics. Short mRNA half-life and inefficient translation favor low protein output, but the m6A pathway may have evolved to fine-tune protein levels of targets with these properties. For example, rapid decay of *run* in neuroblasts is expected to result in very low protein levels. m6A-dependent enhancement of *run* translation could increase the output of each transcript prior to degradation and may help achieve expression levels appropriate for Runt activity in neuroblasts. Our quantitative imaging of Runt in neuroblasts supports this model: Runt levels decrease in *Mettl3* null brains and increase in *Ythdf* overexpressing brains. *Runt* mRNA half-life increases threefold in neurons and there is a corresponding increase in Runt signal in neurons compared to neuroblasts. Loss of *Mettl3* in neurons does not result in a quantifiable decrease in Runt levels, perhaps because neuron-specific stabilization of *run* mRNA compensates for the loss of m6A. Surprisingly, *Ythdf* overexpression in neural progenitors significantly increased Runt signal in neurons. This may be due to elevated Runt production in progenitors and excess Runt being actively or passively inherited by neurons. Alternatively, Ythdf itself may be inherited by neurons where it is sufficient to increase Runt production. While *Mettl3* loss-of-function decreased CycD signal in neuroblasts, *Ythdf* overexpression had no effect. This may indicate a role for m6A position in affecting translation: the largest *Mettl3*-dependent peak in *run* is concentrated near the start codon, while *CycD* has two Mettl3-dependent peaks distributed more broadly over the 5’ UTR (data not shown). Whether m6A position along a transcript determines the degree to which Ythdf enhances translation remains to be determined.

Our finding that m6A is targeted to neurodevelopmental regulatory genes in neuroblasts and neurons raises the question of how target specificity is achieved. A recently described targeting mechanism in *Drosophila* provides an intriguing answer that could also explain the relationships between m6A, mRNA half-life and translation efficiency. In *Drosophila*, the m6A methyltransferase complex is selectively recruited to promoters where RNA polymerase II is bound in a paused, non-elongating state [12]. It is well established that genes involved in developmental transitions and dynamic cellular processes have high levels of paused RNAP II in *Drosophila* [12, 26, 27]. Additionally, we and others have shown that transcripts involved in developmental transitions and dynamic cellular processes tend to have short half-lives [28, 29], and in many instances those transcripts become more stable in neurons [30]. Finally, transcripts encoding developmental regulators are also known to contain sequence features like uORFs [25] or secondary structures [31] that influence translation efficiency. The fact that genes encoding developmental regulators are transcriptionally-regulated by paused RNAP II (the signal for m6A methylation) and are post-transcriptionally regulated via dynamic mRNA decay and translation provides a parsimonious explanation for the m6A – mRNA decay – TE relationships we identified.

## Conclusions

This work expands our understanding of the role of m6A in neural development by providing a detailed view of m6A targeting and target metabolism in neural progenitors and neurons. The use of neuroblast-biased brains allowed identification of m6A targets missed by prior profiling efforts and allowed comparison of m6A stoichiometry between neuroblast-biased and neuron-biased transcriptomes. We found that there is little variation in m6A stoichiometry between these transcriptomes. Our neuroblast and neuron mRNA half-life data revealed a strong correlation between m6A and low mRNA stability in neuroblasts but not neurons. We conclude that the lack of correlation in neurons is due to m6A-independent stabilization of those targets, in accordance with evidence that 5’UTR m6A in *Drosophila* affects translation and not stability. Finally, we provide neural-specific in vivo evidence to support the translation enhancement model. Overall, our findings contribute to the view that m6A is important for fine-tuning gene expression during neural development and that dynamic changes in m6A stoichiometry are rare.

## Supplementary Information

**Additional file 1: Supplemental Table 1.** Neuroblast and neuron m6A targets. 

**Additional file 2: Supplemental Table 2.** Neuroblast and neuron mRNA half-lives.

## Data Availability

RNA-seq data underlying the results presented in this study are available from the NCBI Gene Expression Omnibus (series records GSE214058 and GSE214062).

## Abbreviations

m6A: N6-methyladenosine
3’UTR: 3-Prime untranslated region
5’UTR: 5-Prime untranslated region
ALH: After larval hatching
meRIP: Anti-m6A RNA immunoprecipitation
RNA-seq: RNA sequencing
meRIP-seq: RNA sequencing of anti-m6A immunoprecipitated RNA
RT-qPCR: Reverse transcription of RNA followed by quantitative polymerase chain reaction
rRNA: Ribosomal RNA
mRNA: Messenger RNA
WT: Wildtype
RNAPII: RNA polymerase II
TE: Translation efficiency
EC: 5-Ethynylcytosine
GO: Gene ontology
uORF: Upstream Open Reading Frame

How the deposited data were processed for this re-analysis (not part of the article)

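EC-tagged RNA was measured in 16 libraries of larval brain RNA, 8 with CD:UPRT expressed in neuroblasts and other neural progenitors (insc-Gal4) and 8 with CD:UPRT expressed in neurons (nSyb-Gal4). For each cell type, 2 libraries were made at the end of the 12 h pulse and 2 after each of 3, 6 and 12 h of chase. Cell type, time point and replicate number were taken from the sample labels, and the pairing of libraries by replicate number comes from those labels alone. The methods give 3 biological replicates for the feeding and duplicate RNA samples for the biotinylation. The other experiments of the paper were not analysed here.

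The authors trimmed the reads with Trimmomatic, mapped them with kallisto and deposited an estimated count per transcript for each library, without normalization. The neuroblast table holds 31049 transcripts and the neuron table 30944, all of which are also in the neuroblast table. A total of 120 of the largest values are written with few digits, which limits their precision. Gene names and coordinates were taken from Ensembl release 115 (BDGP6.54), a release of the BDGP6 assembly that the paper names, and 99.3% of the 31049 transcripts of the neuroblast table matched it (30819 transcripts). The list of 867 m6A targets is that of Supplemental Table 1, of which 852 have a transcript in both tables.

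Estimated counts were rounded to whole numbers for the count tests. Transcripts were filtered with filterByExpr by time point and scaled by TMM, and slopes on hours of chase were tested with edgeR (version 4.0.16) by its quasi-likelihood test, separately in each cell type and, for the interaction, over all 16 libraries. An adjusted p-value under 0.05 (Benjamini-Hochberg) was the threshold. Counts of falling and rising transcripts cover all transcripts past the filter. Comparisons of genes used 1 transcript per gene, the one with the highest total count. That this total runs over all 16 libraries was settled after the data were seen. Half-lives were fitted by least squares to TMM-scaled counts relative to the pulse mean, over half-lives of at least 1 min, and were limited to 480 min as in the legend of Fig. 4C. The paper's text does not name the half-life formula, so the simplest decay curve was used. Where medians were tied, the direction was read from the means.

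Half-lives of m6A targets and all genes were compared by two-sided Kolmogorov-Smirnov tests, as in the legend of Fig. 4. Slopes were compared by permutation tests across genes, with 100000 resamples for the reported setting and 10000 for the alternatives. They were also compared by the camera test of limma (version 3.58.1) on voom values, with the correlation between genes estimated and with it fixed at 0.01. Random sets matched on mean expression were drawn 10000 times over 20 bins of expression. This mean ran over pulse and chase libraries, so it is not independent of the slopes and half-lives. The tests across genes describe these libraries, since genes are not replicates. The genes named are run, CycD and ase, the 10 markers of Fig. 1B, in each cell type up to 3 falling and 3 rising transcripts with the steepest slopes among those past the threshold with the same sign in both replicates, and up to 3 m6A targets per direction in the interaction test. In neuroblasts 10 transcripts met that rule and in neurons 2.

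The fits were tested on counts simulated from the means and sizes of the libraries, with 200 transcripts changed by 0.25 log2 per hour. At a coefficient of variation of 0.4, edgeR recovered 94.0% of 199 changed transcripts past the filter in neuroblasts, 95.0% of 200 in neurons and 48.5% of 200 in the interaction. At a coefficient of variation of 2.8, near the median of 2.79 in neuroblasts and below those of 3.61 in neurons and 3.42 in the interaction, edgeR recovered 0 in each fit. The one-phase half-life fit recovered 1000 simulated decays within 1.5-fold, at a coefficient of variation well below 0.4. The fit was not tested at the spread of these libraries. It also gave a half-life, always over 480 min, to 393 of 1000 simulated transcripts with constant counts and counting noise alone. Every share of counts given for a single library has a Wilson 95% interval for counting error. Molecular identifiers were not used here, so intervals and the floor of 3 counts cover counting error only.

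The alternatives covered the scaling (DESeq2 size factors, total counts, none), the filter, the test (DESeq2 version 1.42.0), the replicate block, the time contrast, the half-life curve, its limit, the set of targets, the background and counts summed per gene. All of these were set before the data were examined. Half-lives from the 3 h chase mean, and markers with counts summed per gene, were chosen after seeing the data, as was the comparison with expression-matched sets in each replicate alone. Leaving out a replicate leaves 1 library per time point, so it was applied to values and not to counts of calls. The DESeq2 count in the interaction shifts by a few transcripts with the linear algebra settings of the computer, and the labels of the alternatives did not change with it. Computations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.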

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

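The tests of the neuron pulse libraries and of the ribosomal RNA shares were chosen after the results were seen, and the comparison of slopes with expression-matched sets, itself set beforehand, was taken as a test of expression level only then. A difference between cell types drew attention to 711 transcripts whose slope over the chase differed between neuroblasts and neurons. When cell type labels were swapped within pairs of libraries of the same time and replicate number, 3 of 100 swaps drawn from 128 gave as many transcripts, the real labels included. Without the pulse libraries 0 transcripts passed, and 3334 had an unadjusted p-value under 0.05. That fit has fewer libraries, so it also has less power. The few transcripts detected in the neuron pulse libraries therefore remain a candidate explanation. With the replicate number as a block 33 transcripts passed, and the share with the larger slope in neurons was 18.2% in place of 83.1%. The count cannot be put down to the cell types from these data.

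The second difference between cell types was that of the m6A targets, whose slope in neuroblasts minus neurons exceeded that of other genes by 0.22 log2 per hour. Targets are more highly expressed than other genes. Against random sets matched on expression the difference was -0.17, so the direction of the unmatched value may come from expression level. The replicates also differed in direction, with 0.53 from replicate 2 alone and -0.17 from replicate 1 alone. Against matched sets both replicates gave the same direction, -0.22 from replicate 1 and -0.16 from replicate 2. The camera test, which allows for correlation between genes, pointed the opposite way to the 0.22, to lower values in targets. The camera p-value was 0.515 with an estimated correlation and 0.0632 with one fixed at 0.01, both without matching (n = 842 targets). A steeper fall of m6A targets in neuroblasts than in neurons relative to genes of similar expression is a hypothesis from 2 replicates, found and tested on the same data.

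Mitochondrial transcripts, which the paper does not discuss, took up to 92.1% of the counts in a neuron library. All 4 libraries of replicate 1 of neurons had at least 86.3%, and those of replicate 2 at most 11.9%. Whether too few other counts are left was tested by thinning replicate 2 to the nuclear total of replicate 1. At 3 of the 4 time points the thinned replicate 2 still showed at least 1.5 times as many transcripts, with 1811 (3180 before thinning) against 1038 at the pulse, 9999 (13704) against 4057 after 6 h and 20498 (22344) against 6464 after 12 h. After 3 h it showed 6886 (8792) against 7957. The lower nuclear total of replicate 1 thus accounts for a part of its lower number of transcripts, the larger part at the pulse and a small part after 12 h, and not for all of it at those 3 time points. After 12 h the library totals were close, with 96798551 counts in replicate 1 and 102464019 in replicate 2. The lower nuclear total at 12 h thus comes mainly from mitochondrial counts (91.6% against 11.9%) and not from library size. At the pulse and after 3 and 6 h, replicate 1 also had the smaller library (44317916 against 211109573 counts at the pulse). There the nuclear total reflects both, and the thinning did not separate them. The replicates share a condition, so no biological explanation was tested.

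Transcripts annotated as ribosomal RNA pseudogenes, also outside those the paper discusses, took up to 56.3% of the counts in a neuroblast library. Their share rose from 13.2% at the pulse to 56.3% after 12 h in replicate 1 and from 6.96% to 21.9% in replicate 2, with slopes of 0.18 and 0.14 log2 per hour. Of the 576 orders of the time points within replicates, 1 gave as large a slope (exact two-sided p = 0.00174). In neurons the exact p-value was 0.271, and the difference between cell types was not tested. Ribosomal RNA carried along when less tagged RNA is left could not be separated from a slower decay of tagged ribosomal RNA with these libraries, and no biological explanation was tested.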

How the results depend on the processing

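In neuroblasts 1 transcript fell over the chase. Under the alternatives 2 fell with DESeq2 size factors, 34 without a filter, 10 with the replicate block and 1130 with the DESeq2 Wald test. The count was 0 with the stricter filter (503 falling at an unadjusted p-value under 0.05), for 12 h chase against pulse (382), in the chase libraries only (670) and with counts summed per gene (390). Against 9 rising transcripts, 35 rose with DESeq2 size factors, 2 with total counts only, 0 without scaling (43 unadjusted), 76 without a filter, 1 with the stricter filter, 248 with the DESeq2 test, 39 with the replicate block, 1 for 3 h chase against pulse and 60 with counts summed per gene. In neurons 6 transcripts fell. The count was 10 with DESeq2 size factors, 19 with the stricter filter and 1308 with the DESeq2 test. It was 0 with total counts only (80 unadjusted), without scaling (110), without a filter (469), for 12 h against pulse (75), for 3 h against pulse (56), in the chase libraries only (205) and with counts summed per gene (193). The DESeq2 test called 819 rising transcripts in neurons, where 0 rose.

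The 711 transcripts with different slopes became 1081 with total counts only, 127 without a filter, 166 with the stricter filter, 7418 with the DESeq2 test, 33 with the replicate block and 72 with counts summed per gene. They became 0 for 12 h against pulse (1265 unadjusted), 3 h against pulse (701) and the chase libraries only (3334). The share with the larger slope in neurons was 83.1%, against 95.9% with total counts only, 95.7% without scaling, 50.4% without a filter, 58.4% with the stricter filter and 18.2% with the replicate block. Another scaling also moved the median slope of all transcripts, from -0.14 to -0.25 log2 per hour in neuroblasts and from 0.27 to 0.44 in neurons with total counts only.

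The median half-life in neuroblasts (413 min) was 198 min with a straight line on log2 counts and 263 min with a free plateau. It was 283 min and 163 min with decay from the 3 h chase without and with a plateau, which were chosen after seeing the data, and from 258 to 368 min across the 2 fits that each left out one replicate. In neurons (39.6 min) it was 27.5 min with DESeq2 size factors, 53.3 min with total counts only, 56.5 min without scaling, 35.9 min with the stricter filter, 309 min with the line, 20.4 min with a plateau, 480 min with transcripts without a fall set to 480 min, and 45.3 min with counts summed per gene. It was 75.8 min and 1 min from the 3 h chase, and from 30.0 to 32.6 min with each replicate left out. The difference of -373 min between cell types reversed to 111 min with the line. With transcripts without a fall at 480 min it was 0, with a higher mean in neurons. Leaving out a replicate gave -335 to -228 min.

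The half-life of m6A targets against all genes in neuroblasts (-33.4 min) passed the threshold with DESeq2 size factors (-40.0 min), total counts only (-44.8 min), no filter (-14.0 min), the stricter filter (-74.9 min), the line (-29.3 min), expression-matched sets (-97.2 min) and no fall at 480 min (0 min, lower mean in targets), and from the 3 h chase (-58.3 and -27.1 min). It reversed with a plateau (13.4 min), counts summed per gene (0.192 min) and targets not found in adult heads (19.5 min). With counts summed per gene the test passed the threshold, but both medians were at or next to the limit of 480 min and give no direction, while the slopes kept theirs (-0.035). The expression-matched sets also lay at or near 480 min, so the limit affects the size of their difference. With each replicate left out, the difference of targets from all genes ran from -13.5 to 10.0 min. In neurons (-1.12 min) it passed with the stricter filter (-3.10 min) and the line (-35.1 min). It reversed with total counts only (7.48 min), no scaling (7.28 min), a plateau (3.07 min), counts summed per gene (5.83 min), expression-matched sets (2.14 min) and from the 3 h chase (27.1 and 33.6 min). Of these, counts summed per gene and both fits from the 3 h chase passed the threshold, with longer half-lives in targets. It ran from -2.99 to 7.90 min with each replicate left out.

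The slope difference of m6A targets in neuroblasts (-0.082) kept its direction in every alternative run, from -0.11 to -0.025, with -0.067 under the replicate block and -0.053 to -0.025 with each replicate left out. In neurons (-0.20) it reversed with the stricter filter (0.042), 3 h against pulse (0.061) and expression-matched sets (0.068), of which the last passed the threshold, and lost significance for targets not in adult heads (-0.079). It ran from -0.67 to 0.063 with each replicate left out. The difference between cell types (0.22) reversed with the stricter filter (-0.11), 3 h against pulse (-0.44) and expression-matched sets (-0.17), all past the threshold, and lost significance in the chase libraries only (0.079) and for targets not in adult heads (0.094), and ran from -0.17 to 0.53 with each replicate left out.

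The 16 targets more stable in neurons were 10 without scaling, 6 with the stricter filter, 60 with the line, 131 with no fall at 480 min, 6 with counts summed per gene, 2 among targets not in adult heads, 69 and 70 from the 3 h chase, and 6 to 10 with each replicate left out. The 72 more stable in neuroblasts were 26 with the line, 111 with no fall at 480 min, 142 with counts summed per gene, 11 among targets not in adult heads, 126 from the 3 h chase with a plateau, and 15 to 58 with each replicate left out. For the markers, 0 significant in the direction of Fig. 1B became 1 with DESeq2 size factors and 3 with the DESeq2 test. With the replicate block 0 of 7872 transcripts differed at the pulse, where replicates of the same number in the cell types had a correlation of 0.0173.

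Single transcripts gave 20 results with 177 alternatives that kept both replicates, of which 103 stayed on the same side of the threshold with the same direction, 60 were weaker and 5 stronger. Another 9 reversed: grh with total counts only (1.40) and the replicate block (1.44), Syt1 in the 12 h chase libraries (-5.36) and with counts summed per gene (-4.30), nSyb with total counts only (3.40) and in the 12 h chase libraries (0.57), CycD in neuroblasts for 3 h against pulse (-0.71), and ase in neuroblasts for 12 h (0.019) and 3 h against pulse (0.71). Another 25 values came from leaving out a replicate, and 11 of them moved by more than the spread between replicates. That spread is wide, and the sign also changed for Met in neuroblasts minus neurons (-0.59 without replicate 2, against 2.10) and for CycD in neuroblasts (-0.065 without replicate 1, against 0.23). With total counts only the log2 difference rose for all 7 tested markers, for example from -9.29 to -3.86 for aPKC and from 2.85 to 9.04 for Arc1. The reversals of grh and nSyb with total counts only are thus part of a shift shared by the markers and not results of single genes. The causes of the other changes were not tested, except that of expression level. The spread between replicates limits the detection of small changes, since edgeR recovered 0 of 187 simulated slopes of 0.25 log2 per hour in neuroblasts. These were simulated at a coefficient of variation of 2.8, and larger slopes were not simulated.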

Differences from the paper's values

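A gap is called closed below when the values lie within 1.5-fold of each other or within the replicate spread. Half-lives here are relative to the other transcripts of a cell type, which limits their comparison with the paper's minutes. The median half-life in neuroblasts is about 60 min in the paper (Fig. 4C, read by eye) and was 413 min here. None of the alternatives set before the data were examined closed the gap, with values from 198 to 480 min. The mean in neuroblasts is about 120 min in the paper (Fig. 4C, read by eye) and was 339 min here, and none of those alternatives closed the gap either. The paper reports 185 m6A targets at least 1.5-fold more stable in neurons, against 16 here. Setting transcripts without a fall to 480 min gave 131, and the other alternatives set before the data were examined, at 2 to 60, did not close the gap.

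The transcript used here was that of the paper's Supplemental Table 2 for 58.9% of its m6A targets. For the others, the values below can compare different transcripts of a gene. The same limit applies to the count of targets more stable in neurons. For the m6A targets of that table, the paper's median half-life in neuroblasts is 41.2 min, against 379 min here. No alternative set before the data were examined closed the gap. Decay from the 3 h chase with a plateau, chosen after seeing the values, gave 136 min, within the replicate spread. The paper's table gives a half-life in neurons for 630 targets, against 170 here. With transcripts without a fall at 480 min the number was 581, and decay from the 3 h chase, chosen after seeing the values, gave 421 without and 441 with a plateau. The other alternatives did not close the gap. Half-lives in both cell types are given for 370 targets in the paper's table, against 100 here. The number was 488 with no fall at 480 min, and 256 from the 3 h chase with a plateau, chosen after seeing the values, and the other alternatives did not close the gap. The paper's table has 110 targets that are at least 1.5-fold more stable in neuroblasts, against 72 here. This gap is just over 1.5-fold. It closed with DESeq2 size factors (103), no fall at 480 min (111) and counts summed per gene (142), came barely under 1.5-fold with no filter (78) and no limit on half-lives (75), and closed with decay from the 3 h chase, chosen after seeing the values (103 without and 126 with a plateau). It did not close under the other alternatives.

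The paper describes similar half-life distributions in neural progenitors and neurons, whereas the medians here were 413 and 39.6 min. Being relative within each cell type, these medians cannot test whether absolute decay was similar. The paper describes m6A targets as significantly less stable in neuroblasts by half-life (Fig. 4E). Here the Kolmogorov-Smirnov test gave p = 0.212 (n = 519 targets). It gave p = 0.0377 with DESeq2 size factors, 0.000209 with total counts only, 0.00930 without a filter, 0.000115 with the stricter filter and 1.77e-09 with a straight line on log2 counts (n = 375 to 605 targets). With no fall at 480 min (n = 676 targets, p = 4.21e-08) the medians were equal, and with counts summed per gene (p = 4.71e-06) they were 480 and 479.8 min, at or next to the limit, so no direction can be read from them. Expression-matched sets gave p = 0.0002 (n = 519 targets), the smallest the draws can give. Decay from the 3 h chase, chosen after seeing the values, gave 8.21e-06 without and 0.000609 with a plateau. The paper gives half-lives of run in both cell types and of CycD and ase in neural progenitors. Here the reported setting gave none for these genes. No setting that was run gave a half-life for run. In neuroblasts CycD reached the limit of 480 min without scaling and, like ase, with no fall at 480 min, and ase reached it with the straight line. From replicate 2 alone ase was at 480 min and CycD at 1 min, and decay from the 3 h chase, chosen after seeing the values, gave 283 min for ase. The paper describes CycD and ase as mostly restricted to neural progenitors, and the pulse libraries show that direction, with 25.2 and 13.2 CPM of CycD in neuroblasts and 0 in both neuron libraries, and 0 and 8.13 CPM of ase against 0 and 0.133. After 12 h of chase the CycD transcript FBtr0300391 had 62.7 and 2.90 CPM in neuroblasts and 0 and 16.4 CPM in neurons. With all CycD transcripts summed, replicate 2 of neurons had 25.8 CPM. At this time ase had 0 and 4.10 CPM in neuroblasts and 4.96 and 33.5 CPM in neurons.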

Other observations

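Of the tests below, those of sampling noise, library depth, the simulated DESeq2 calls and the half-lives of the paper were chosen after the result was seen, and the comparison of slopes with expression-matched sets, itself set beforehand, was taken as a test of expression level only then. Replicates of a condition differed widely. Counts split between transcripts of a gene are a candidate explanation. With counts summed per gene, the median share of genes with at least 100 counts in one replicate and under 1 in the other was 41.0%, against 60.1% of transcripts, and the median Spearman correlation of replicates was 0.444 against 0.0369. In neuroblasts the correlation went from 0.141 to 0.600 and the share from 50.9% to 29.7%, and in neurons from -0.158 to 0.112 and from 70.5% to 54.0%. Splitting between transcripts can thus account for part of the spread, more in neuroblasts than in neurons, and a large share remains at the level of genes. Sampling noise alone would give at most 2.03e-08% of such transcripts. Losses of RNA at purification or library synthesis were not tested.

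The spread bears on which test is read. The DESeq2 Wald test called 1130 falling transcripts in neuroblasts where edgeR called 1. On counts simulated with a coefficient of variation of 2.8, 98.5% of the 1487 DESeq2 calls were false, so the larger count may come from the spread between libraries. Orders of the time points within replicates also gave such counts by chance. As many falling transcripts as the real order were found in 66 of 100 orders in neuroblasts and in 5 of 100 in neurons, drawn from 576 orders, the real one included. The falls in either cell type therefore cannot be told apart from chance orders.

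The neuron libraries had more transcripts after 12 h of chase than at the pulse in both replicates. Replicate 2 rose throughout, while replicate 1 went from 7951 after 3 h to 4061 after 6 h. Library depth was tested as a candidate explanation by thinning the 4 libraries of each replicate to the same nuclear total. After thinning, the 12 h chase library still had 5.89 times (replicate 1) and 8.28 times (replicate 2) as many transcripts with at least 10 counts as the pulse library. Depth does not account for the difference between pulse and 12 h. A larger share of untagged RNA from other brain cells late in the chase could bring the libraries of the cell types closer. Their mean Spearman correlation changed by -0.0541, from 0.233 at the pulse to 0.179 after 12 h, though it was 0.305 after 3 h and 0.302 after 6 h. The mean marker difference in the direction of Fig. 1B was -0.82 at the pulse, 0.33 after 3 h, 0.54 after 6 h and -0.74 after 12 h. At the pulse it was 1.52 for the neuroblast markers and -3.17 for the neuron markers. On average, both sets were thus higher in the neuroblast libraries. Since the markers did not separate the cell types at the pulse, they cannot show whether the libraries converge, and the changes over the chase cannot be told apart from untagged RNA. No biological explanation was tested.

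The lower slopes of m6A targets in neuroblasts could follow from their expression level or length. For half-lives, where the difference from all genes did not pass the threshold and its direction was not shared by the replicates, the median of targets differed from that of expression-matched sets by -97.2 min, and length was not tested. Those sets lay at or near the limit of 480 min, so the limit affects the size of this value. Expression-matched sets had a mean slope of -0.095 and length-matched sets one of -0.14, against -0.19 for the targets, whose median length was 3810 bases against 1774 for other genes. Both sets left p = 0.0002 (n = 741 targets), the smallest the draws can give. Other genes had a median slope of -0.11, so only the length-matched sets lay closer to the targets. Length may thus account for a part of the lower slopes. Matching on expression did not narrow the difference. The matching used the mean over pulse and chase libraries, which a slope itself affects, so it cannot rule expression level in or out as a cause. The camera test gave p = 0.170 with the correlation between genes estimated and p = 0.000921 with it fixed at 0.01 (n = 741 targets), so whether correlation between genes accounts for the slopes depends on this setting. A faster decay of m6A targets in neuroblasts is a hypothesis that these 8 libraries cannot settle.

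The half-lives that the paper reports for m6A targets ranked with different parts of the chase. Across targets, the paper's neuroblast half-lives had a Spearman correlation of 0.697 with the change from 3 h to later chase and -0.280 with the change from pulse to 3 h. Relative to the pulse they had 0.313 with the change to 6 h and 0.456 with the change to 12 h. From replicate 1 alone the correlation was 0.698 with the change from 3 h to later chase and -0.515 with that from pulse to 3 h. From replicate 2 alone these values were 0.369 and 0.00654. With counts summed per gene the correlation with the change from 3 h to later chase was 0.392. In neurons it was 0.260, and -0.119 with counts summed per gene, and the correlation with the change from pulse to 3 h was -0.0507. These are a few of 168 correlations computed, among which the highest was 0.698, across genes that are not independent replicates. Half-lives taken relative to the 3 h chase are a candidate explanation for the neuroblast values. Half-lives computed that way had a median of 283 min over all genes, however, against about 60 min in Fig. 4C, so the explanation remains open. In the paper's table, 171 of 630 neuron half-lives (27.1%) belong to transcripts with 0 counts in both neuron pulse libraries, against 44 of 500 (8.80%) in neuroblasts.

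At the pulse, 4721 of 7872 transcripts differed between cell types at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, and 0 did with the replicate block. Of the markers of Fig. 1B, wor, mira and ase did not pass the filter. Syt1, a neuron marker in that figure, was higher in neuroblasts (log2 difference 12.69, adjusted p = 0.00956, same test), and this reversed with counts summed per gene (-4.30). The log2 differences of the other markers were -4.84 for grh, -9.29 for aPKC, 2.85 for Arc1, -13.66 for Dscam2, -2.57 for nSyb and -10.80 for Fas2, none past the threshold.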
